A study of Homo sapiens with 4 samples.

How the data were processed

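Small RNA was sequenced from MCF10A cells, an established, non-tumorigenic human breast epithelial cell line, per the labels. Treated cells received 200 µM hydrogen peroxide (H2O2), an oxidant, and RNA was collected 1 h after treatment, per the labels' protocols. The labels listed 2 treated and 2 untreated libraries. Small RNA was isolated with a Norgen microRNA kit and libraries were made with the NEXTflex small RNA kit, per the labels' protocols.

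The deposited table held 522 human tRNA genes, each named by chromosome, a tRNA number on that chromosome, the amino acid and the anticodon. Genes marked Pseudo in their names, 48 in all, are pseudogenes by the table's own naming. The labels named no read trimmer, aligner, genome build, counting tool or statistical test, and did not say how reads matching several tRNA genes were counted. The table gave no start and end positions. The RefSeq gene table at hand (assembly GRCh38.p14) does not pair these names with its genes, so no coordinates are printed and that table served only for the spans of annotated tRNA genes by isoacceptor. Data for other small RNA classes were not analysed here.

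For each gene the deposited table gave a mean signal per group and a mean signal over all libraries, which are averages of read counts that the authors divided by a size factor per library. The deposited fold was the ratio of the treated mean to the untreated mean, per the file headers and the values. The deposited log2 values were the log2 of that ratio, per the file headers. The p-value of each gene was computed by the authors with a test that no label names. The authors' adjusted p-value equalled the Benjamini-Hochberg adjustment of the deposited p-value over all 522 genes, with a largest difference of 1.51e-06. Values per library were not in the table.

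The number of reads behind each value in each library was recovered from the deposited group means. A mean of 2 libraries, each with whole reads divided by a size factor, is a sum of whole multiples of 2 steps. The steps were estimated from the means themselves, and all 522 untreated means and all 522 treated means were matched by whole numbers of reads to within 1 unit of the last printed digit. No gene had a second solution. As a control, means shifted by a small amount were matched for 0 of 519 genes in the untreated group and 1 of 520 genes in the treated group. On 6 simulated tables, 3132 of 3132 pairs of read numbers were recovered correctly. The table does not say which recovered library is which replicate, so the libraries are called A and B within each group, A being the library with the larger size factor. The size factors were 1.29 for untreated A, 1.27 for untreated B, 0.975 for treated A and 0.583 for treated B. Size factors recomputed as the median of ratios to the geometric mean over 497 genes differed from them by -1.27% to 1.36%. Read numbers, standard deviations (SD) and tests per library in the results all rest on this recovery.

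Choices made before the data were examined were the comparison, the tyrosine list, the sums by isoacceptor, the set tests, the class shares, the rule for named genes, the threshold of 0.05 on the adjusted p, and most of the alternatives. The plan named a count model for tables of counts, and limma on log2(value + 1) for normalized values. The deposited values were normalized group means, so limma was used on log2(recovered reads divided by the authors' size factor + 1). edgeR and DESeq2 were not used. A gene was tested when it had at least 10 reads, scaled to the median library, in at least 2 libraries and at least 15 reads in total. These criteria kept 450 genes and left out 72. limma 3.58.1 in R 4.3.3 was run with lmFit and eBayes at their defaults, two-sided, with Benjamini-Hochberg adjustment. Standard errors (SE) are limma's moderated ones. An isoacceptor group is all tRNA genes with the same amino acid and anticodon. Normalized reads were summed over the tested genes of each of the 49 groups and tested by limma in the same way.

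Set tests covered the 21 classes (amino acids, and pseudogenes) with at least 5 tested genes. They used limma's camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, all two-sided. Class shares are percentages of the reads in listed tRNA genes, with 95% Wilson intervals per library. Reads carried no molecular identifiers that the labels mention, so the intervals cover counting error only. An exact two-sided permutation test of 2 libraries against 2 cannot give a p under 0.333, so no exact test of a single value could pass 0.05. Recovery, tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

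Genes are named by a rule. Among genes past the threshold with both treated libraries on the same side of both untreated libraries, the 5 with the largest fitted change in each direction are named. The 10 tyrosine genes with the highest mean and the 5 genes with the highest mean over all libraries are named as well.

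The limma procedure was tested on simulated data, in 5 tables per setting of 450 genes with 200 changed genes and a spread estimated for each gene. It recovered 0.2% of 2-fold changes, 86.4% of 4-fold changes and 95.2% of 8-fold changes. Of its calls, 2.92% were false at 4-fold. With no changed genes, it made 0 calls. voom weights recovered 23.7% of 2-fold changes. In these simulated tables, 2-fold changes in single genes were therefore mostly missed by this limma procedure. All changed genes of a setting had the same fold there. Measured data mix sizes of change, so the rates need not hold for them.

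Alternatives planned before were median-of-ratios size factors, total counts as the only scaling, no filter, at least 10 reads in every library, a pseudocount of 0.1, an adjusted p under 0.1, an estimated correlation in the set tests, shares without the gene with the most reads, and leaving out each library in turn. Alternatives chosen after seeing the data were voom weights, a variance trend, robust variance shrinkage and the authors' deposited adjusted p. Trimmed mean of M-values scaling (30% trimmed on M and 5% on A) was named in the plan for the count model. Its use with limma was chosen after seeing the data. fry was named in the plan for the set tests.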

Results

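Reads from tRNA genes were compared between H2O2-treated and untreated MCF10A cells, with 2 libraries per group. The reads recovered for the 522 listed tRNA genes came to 105370 in untreated library A, 107620 in untreated library B, 101747 in treated library A and 65374 in treated library B. These totals are the part of each library that fell in listed tRNA genes, and the full depth of the libraries is unknown. Between 510 and 518 genes had at least 1 read in a library. The authors' deposited table listed 3 genes at 0 in the untreated mean and 2 genes at 0 in the treated mean. The gene with the most reads in every library was chr1.tRNA58-LeuCAA, a leucine tRNA gene on chromosome 1. It held 4.40% of the reads in untreated A, 4.57% in untreated B, 6.05% in treated A and 24.7% in treated B.

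The treated libraries differed from each other more than the untreated libraries did. Over the 450 tested genes, the SD of the log2 ratio of library B to library A was 0.33 in the untreated pair and 0.73 in the treated pair. The chi-square per degree of freedom of the read numbers was 3.73 for the untreated pair and 47.6 for the treated pair, and 22.3 for the treated pair without chr1.tRNA58-LeuCAA. By isoacceptor, normalized reads in treated B were 0.295 times those in treated A for GluCTC, 0.392 times for GlyCCC, 2.16 times for TrpCCA and 3.39 times for LeuCAA. The same ratios in the untreated pair were 1.15, 1.44, 0.891 and 1.08. These 4 isoacceptors were chosen after their values were seen.

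**Figure D1:**
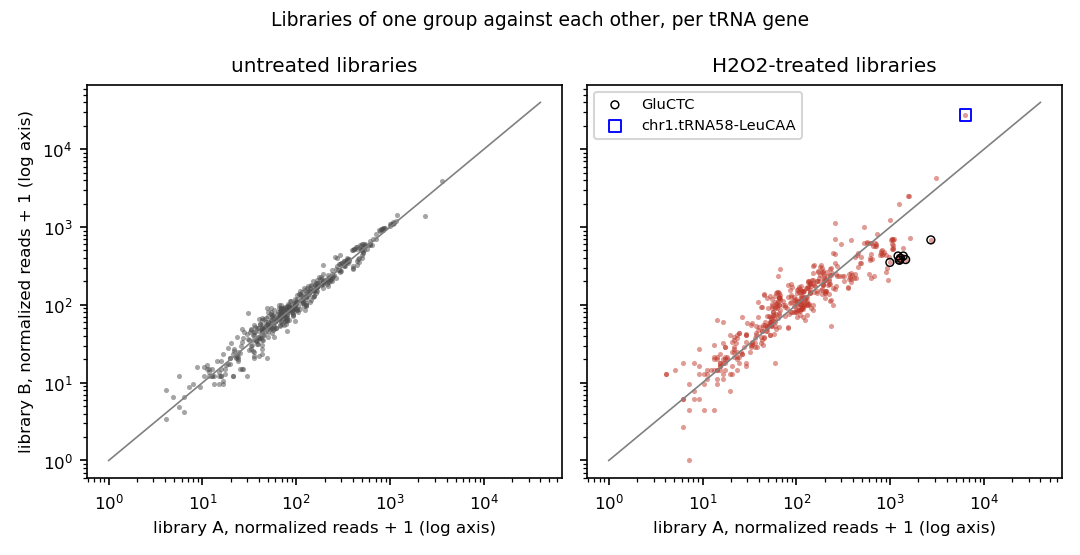
Normalized reads plus 1 per tested tRNA gene in library B (vertical, log axis) against library A (horizontal, log axis), for the untreated libraries (left) and the H2O2-treated libraries (right). Each point is 1 of 450 genes, the line marks equal values, circles mark GluCTC genes and the square marks chr1.tRNA58-LeuCAA, and the treated points scatter more widely, with an SD of the log2 ratio of 0.73 against 0.33.

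The first comparison asked which tRNA genes gave more or fewer reads 1 h after H2O2. The authors' deposited table had 75 genes with an adjusted p under 0.05, of which 34 were higher and 41 lower after H2O2. It had 130 genes at an unadjusted p under 0.05. In all 75 of these genes the recovered treated libraries lay on 1 side of both untreated libraries. Over the 450 tested genes such separation was seen in 304 genes (67.6%), 153 higher and 151 lower, where chance gives 33.3%. limma called 69 of 450 genes at an adjusted p under 0.05, 30 higher and 39 lower, and 156 genes at an unadjusted p. Of the 73 tested genes that the authors' deposited table called, 65 were also called by limma, and all 73 had the same direction. The scaling that moved these counts most was total counts, with 115 calls, 23 higher and 92 lower. Total counts shifted the median log2 fold change of all tested genes from 0.06 to -0.31, so the direction of small changes is relative to the scaling. Under the authors' size factors 43.5% of the calls were higher, and under total counts 20% were.

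The 69 calls carried 21 different names of class and anticodon, pseudogene names such as PseudoTAA included. limma called 16 alanine, 8 arginine, 3 lysine and 3 cysteine genes, all lower, and 9 leucine and 2 tyrosine genes, all higher. Serine genes went both ways, with 12 higher and 7 lower. Of the 48 pseudogenes, 25 were tested, 3 of which were called higher and 1 lower. Copies of the same isoacceptor can have near-identical sequences and share reads, though not all copies need be alike. Values of single genes are uncertain where the counting split such reads, and the 69 calls cannot be taken as 69 independent changes.

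The largest rise was in chr20.tRNA4-PseudoTAA, a pseudogene with anticodon TAA on chromosome 20. Its normalized reads were 4.28 ± 1.60 (SD, n = 2) in untreated and 94.2 ± 2.67 (SD, n = 2) in treated cells. The limma log2 fold change was 4.21 (SE 0.30), with an adjusted p of 0.00248, and the read numbers behind it were 7 and 4 against 90 and 56. The authors' deposited table gave a log2 fold change of 4.46 and an adjusted p of 2.96e-16 for this gene. The next rises were in chr1.tRNA60-PseudoTAA (log2 fold change 3.64), chrX.tRNA2-LeuTAA (3.27), chr2.tRNA9-PseudoTAA (2.79) and chr4.tRNA2-LeuTAA (2.60). chrX.tRNA2-LeuTAA rose from 12.5 ± 2.04 to 128.1 ± 1.60 normalized reads (SD, n = 2). chr4.tRNA2-LeuTAA rested on 4 and 3 untreated reads. All 5 were higher in 2 of 2 treated libraries.

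The deepest falls were in 4 ArgACG genes and 1 AlaTGC gene, each lower in 2 of 2 treated libraries. chr14.tRNA7-ArgACG went from 47.7 ± 8.38 to 3.08 ± 4.35 normalized reads (SD, n = 2), a limma log2 fold change of -4.17 (SE 0.87) with an adjusted p of 0.0291. Its treated libraries had 6 and 0 reads, so the size of the fall rested on treated B, and it was -2.75 without treated B and -5.59 without treated A. Its call was lost without the filter (adjusted p 0.0566) and with a pseudocount of 0.1 (adjusted p 0.0789), the range over its alternatives being 0.0158 to 0.0789. The other falls were in chr6.tRNA8-ArgACG (log2 fold change -3.0), chr6.tRNA6-ArgACG (-2.92), chr6.tRNA156-ArgACG (-1.99) and chr11.tRNA18-AlaTGC (-1.99). The first of these was -2.39 without treated B, and chr6.tRNA6-ArgACG was -2.08 without treated A. chr11.tRNA18-AlaTGC fell from 122.2 ± 3.33 to 30.2 ± 3.47 normalized reads (SD, n = 2).

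Of the 5 genes with the highest mean, chr6.tRNA74-LeuCAA and chr6.tRNA100-LeuCAA were called higher by limma, with log2 fold changes of 1.56 (adjusted p 0.0272) and 1.64 (adjusted p 0.0263). chr1.tRNA58-LeuCAA had 3730 ± 206.6 normalized reads in untreated and 17009 ± 15124 in treated cells (SD, n = 2). The treated values were 6315 in A and 27704 in B. Its log2 fold change of 1.83 was not past the threshold (adjusted p 0.115 by limma), and without treated B it was 0.76. chr6.tRNA65-AlaAGC was higher in 2 of 2 treated libraries and not called (log2 fold change 1.01, adjusted p 0.110 by limma), and its log2 fold change ran from 0.62 without untreated B to 1.41 without untreated A. In chr6.tRNA77-GluCTC the treated libraries, at 2715 and 683.0 normalized reads, lay on either side of the untreated ones at 1172 and 1413. Its fitted log2 fold change was 0.08, and -0.91 without treated A.

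The 3 genes with no untreated reads fell outside the naming rule, and were singled out after their values were seen. The treated reads in A and B were 6 and 6 for chr1.tRNA101-AsnGTT, 10 and 5 for chr2.tRNA11-PseudoTTG, and 3 and 7 for chr2.tRNA22-PseudoTTG. The observed treated means were 3.51, 4.02 and 3.22 times the limit that 0 untreated reads allow (3 reads per library), respectively. Counting error in the treated reads was not covered, so these are not lower limits on the fold. For chr2.tRNA22-PseudoTTG the 3 reads of treated A were no more than that limit in reads. All 3 were too low for the filter and were not tested by limma. The authors' deposited table gave adjusted p-values of 0.00404 for chr1.tRNA101-AsnGTT, 0.000363 for chr2.tRNA11-PseudoTTG and 0.345 for chr2.tRNA22-PseudoTTG.

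The second comparison concerned tyrosine tRNA genes, because the study is known for tyrosine tRNA after oxidative stress. The list was probably chosen by the study on these libraries, so a result on it is not independent evidence. The table held 14 tyrosine genes, all with anticodon GTA, of which 13 were tested. In the limma fit 12 of 13 were higher after H2O2, the exception being chr7.tRNA9-TyrGTA, whose libraries overlapped, and without untreated A all 13 were higher. The median log2 fold change of the 13 genes was 0.84, and 0.46 with total counts. limma called 2 of them over all genes tested and 9 adjusted over the list alone. The count adjusted over the list alone was 2 with median-of-ratios size factors or a pseudocount of 0.1, and 1 with total counts. The called genes over all genes were chr6.tRNA15-TyrGTA and chr6.tRNA17-TyrGTA. chr6.tRNA15-TyrGTA had 144.0 ± 9.14 normalized reads in untreated and 769.2 ± 339.2 in treated cells (SD, n = 2), with a log2 fold change of 2.34 (SE 0.36) and an adjusted p of 0.0207. chr6.tRNA17-TyrGTA went from 65.2 ± 3.65 to 163.6 ± 42.8 (SD, n = 2), with a log2 fold change of 1.29 (SE 0.29) and an adjusted p of 0.0344 by limma, which was 0.0560 with total counts and 0.0619 without the filter, in a range of 0.0236 to 0.0619 over its alternatives. The authors' deposited table had adjusted p-values of 0.0232 for chr6.tRNA15-TyrGTA, 0.00676 for chr6.tRNA17-TyrGTA and 0.0457 for chr14.tRNA5-TyrGTA.

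A pair of tyrosine genes differed widely between the treated libraries, in opposite directions. chr6.tRNA14-TyrGTA had 259.5 normalized reads in treated A and 1131 in treated B. chr2.tRNA2-TyrGTA had 956.0 in treated A and 205.9 in treated B. Their log2 fold changes were 2.17 and 1.47, neither called over all genes (adjusted p 0.0786 and 0.194 by limma), and 1.11 without treated B and 0.37 without treated A, respectively. The other 6 tyrosine genes named by the rule (chr6.tRNA16, chr8.tRNA4, chr14.tRNA19, chr14.tRNA5, chr14.tRNA16 and chr14.tRNA18) had log2 fold changes from 0.77 to 1.19. Without treated A, the log2 fold change went from 0.84 to 0.18 for chr8.tRNA4-TyrGTA and from 0.82 to 0.50 for chr14.tRNA16-TyrGTA. It also went from 0.84 to 0.55 for chr14.tRNA5-TyrGTA and from 1.19 to 0.84 for chr14.tRNA19-TyrGTA. For chr6.tRNA16-TyrGTA and chr14.tRNA18-TyrGTA it was not lower without treated A.

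**Figure D2:**
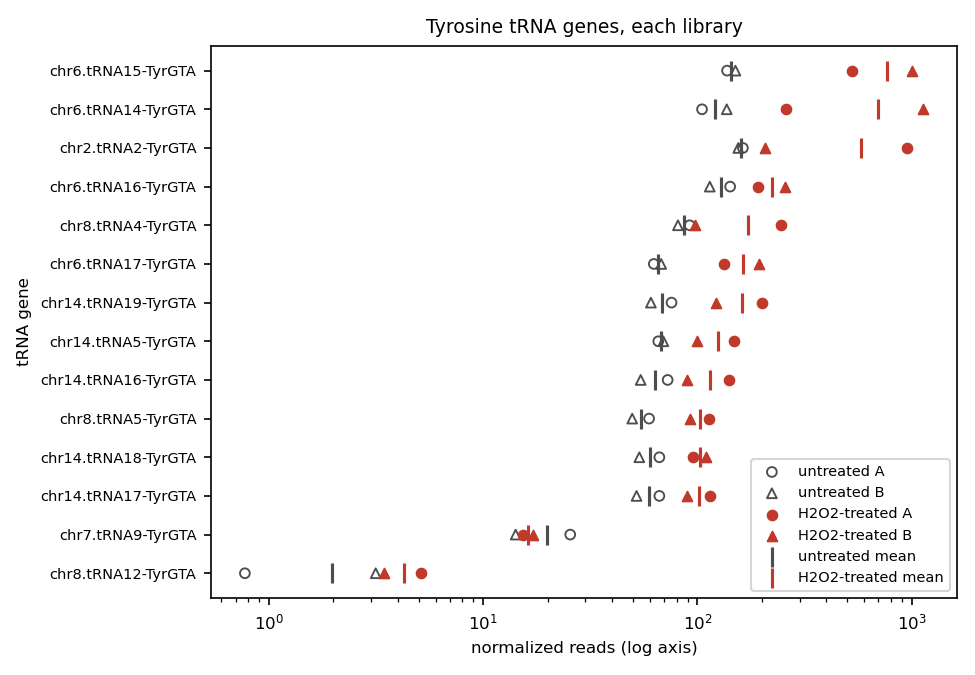
Normalized reads (horizontal, log axis) of the 14 tyrosine tRNA genes in each library; open grey symbols are untreated, filled red symbols are H2O2-treated, circles are library A, triangles are library B and vertical bars are group means. In chr6.tRNA15-TyrGTA the untreated mean was 144.0 and the treated mean 769.2, and in chr7.tRNA9-TyrGTA the groups overlapped.

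Summed over the 13 tested genes, TyrGTA rose from 1097 ± 52.9 to 3328 ± 260.7 normalized reads (SD, n = 2), higher in 2 of 2 treated libraries. The limma log2 fold change of the sum was 1.60 (SE 0.25), with an adjusted p of 0.000356 over 49 isoacceptors. With total counts it was 1.22, and over the 4 fits without 1 library it ran from 1.52 to 1.68.

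The third comparison used the sums by isoacceptor, which do not depend on how reads were split between the tested copies of an isoacceptor, though they leave out pseudogenes and copies too low for the filter. limma called 16 of 49 isoacceptors at an adjusted p under 0.05, 9 higher and 7 lower, and 21 at an unadjusted p. In 35 of 49 the libraries of the groups did not overlap, where chance gives 33.3%. With total counts 23 were called, 6 higher and 17 lower. The higher ones and their log2 fold changes were LeuTAA at 2.03, LeuCAA at 1.79, SeCTCA (selenocysteine) at 1.72, TyrGTA at 1.60, SerAGA at 1.30, AsnATT at 1.15, SerTGA at 1.09, IleTAT at 1.05 and ValCAC at 1.00. The lower ones were ArgACG at -1.95, SerGCT at -1.38, AlaCGC at -1.24, AlaTGC at -1.21, ArgTCG at -1.12, LysTTT at -0.81 and SupTTA (a suppressor tRNA name, 1 gene) at -0.74. SupTTA and AsnATT each hold 1 gene, and limma called neither gene in the fit over single genes. SupTTA rested on 14 and 18 untreated reads against 7 and 4 treated reads. Its moderated SE (0.255) is drawn toward the spread of much deeper sums, so the SupTTA call is weak. The authors' deposited adjusted p-values were 0.390 for the SupTTA gene and 0.463 for the AsnATT gene. These 16 kept their direction under each scaling tried.

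LeuTAA had 107.3 ± 2.02 normalized reads in untreated and 442.5 ± 58.6 in treated cells (SD, n = 2), with an adjusted p of 0.000151 by limma. ArgACG had 406.6 ± 62.4 and 104.5 ± 17.2 (SD, n = 2), with an adjusted p of 0.000174 by limma. Treated B decided the size of the LeuCAA rise: the LeuCAA sum was 10058 in treated A and 34144 in treated B, and its log2 fold change without treated B was 0.91. For AsnATT, a single gene, the log2 fold change was 0.54 without treated B. ArgTCT, at a log2 fold change of 0.44, was not called (adjusted p 0.248 by limma) and its libraries overlapped. Without treated B it was 0.03, and without treated A it was 0.85.

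**Figure D3:**
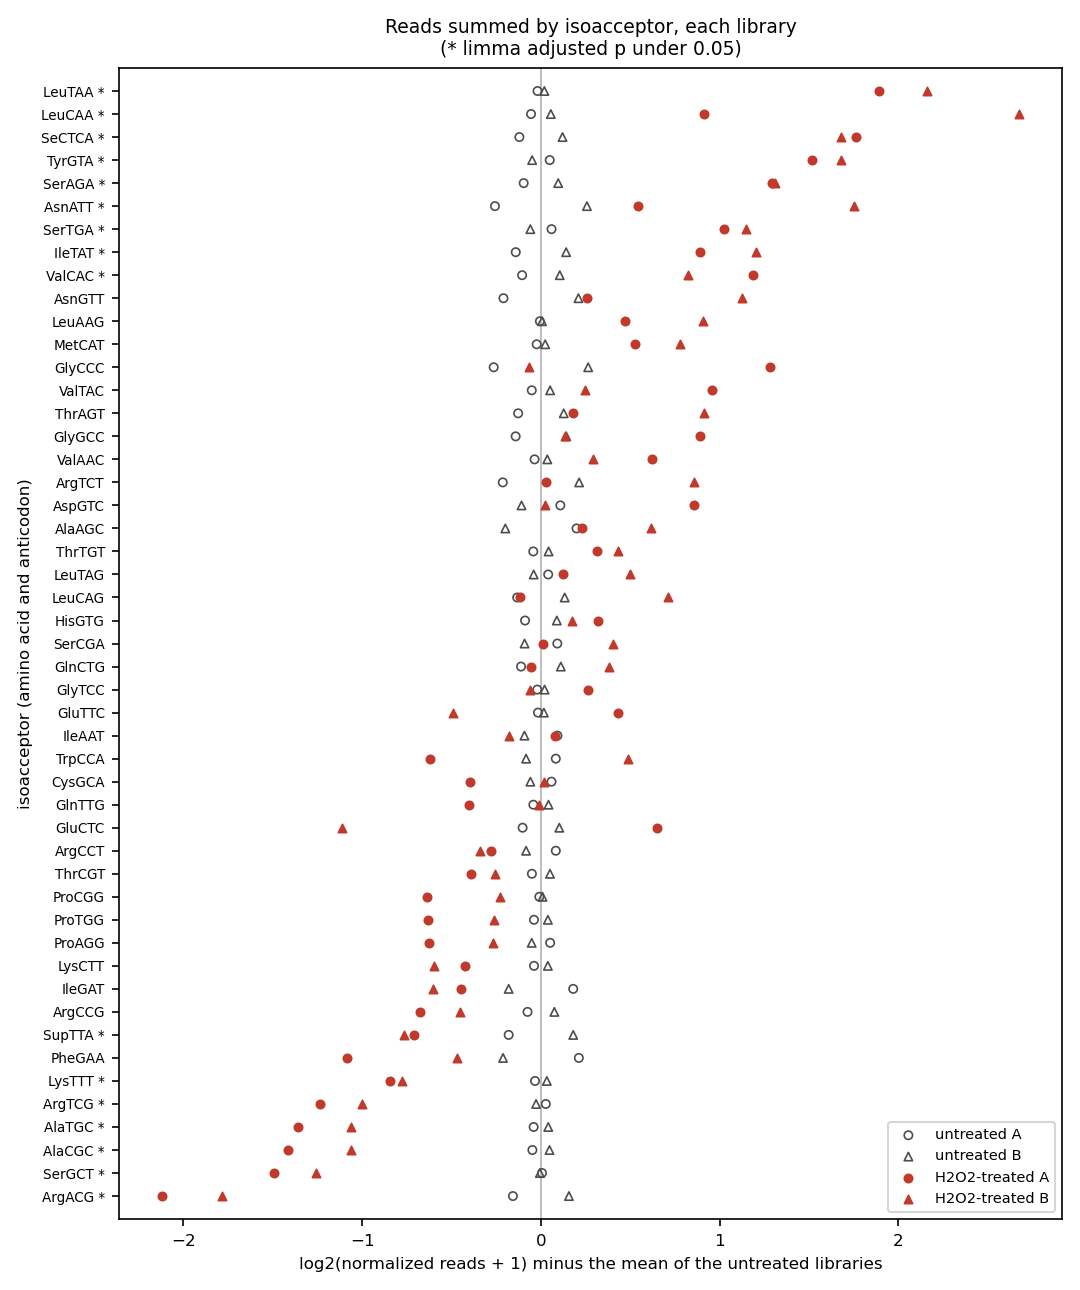
Normalized reads summed by isoacceptor, as log2(sum + 1) minus the mean of the untreated libraries (horizontal), for 49 isoacceptors (vertical, sorted by fitted change) in each library; open grey symbols are untreated, filled red symbols are H2O2-treated, circles are library A and triangles are library B. An asterisk marks the 16 isoacceptors called by limma, from LeuTAA at 2.03 to ArgACG at -1.95, and the treated libraries of GluCTC lie on opposite sides of the untreated ones.

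The fourth comparison asked, by camera, whether the genes of a class moved together relative to the other tested genes. fry asks a different question, whether the genes of a class changed, without reference to other genes. With a preset correlation, limma's camera called 11 of 21 classes. Leucine, tyrosine, asparagine, valine and methionine were called higher, and lysine, alanine, arginine, cysteine, proline and phenylalanine lower. The adjusted p was 3.43e-07 for leucine (30 of 32 genes higher), 1.62e-06 for lysine (1 of 28 genes higher) and 0.000685 for tyrosine (12 of 13 genes higher). With the authors' size factors, none of the 11 calls was made under an estimated correlation, where 2 classes had an unadjusted p under 0.05. That setting has few degrees of freedom with 4 libraries, so its 0 calls do not decide whether the 11 hold. fry also made 0 calls, with 6 classes at an unadjusted p under 0.05. With other scalings fry called 1 class (median-of-ratios size factors) and 3 classes (total counts), all lower. With the authors' size factors, the lowest adjusted p by fry was 0.0641, for lysine.

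The last comparison was of class shares, the percentage of tRNA gene reads in each class. The tyrosine share was 1.32% ± 0.0995 in untreated and 3.08% ± 0.0827 in treated cells (SD, n = 2), a difference of 1.75 percentage points against a spread of 0.129. Per library it was 1.39% (95% Wilson interval 1.33 to 1.47) in untreated A, 1.25% (1.19 to 1.32) in untreated B, 3.02% (2.91 to 3.12) in treated A and 3.13% (3.0 to 3.27) in treated B. The lysine share fell from 19.1% ± 0.127 to 9.39% ± 0.804 (SD, n = 2), larger than the spread between libraries. The leucine share was 9.98% ± 0.345 in untreated and 24.0% ± 15.7 in treated cells (SD, n = 2), with 12.9% in treated A and 35.1% in treated B, so the difference of 14 points was within a spread of 15.7 and was 2.91 points without treated B. The glycine share changed by 1.31 points, within a spread of 5.07. Leaving out treated A turned that difference to -2.19 points, with 14.9% in treated A and 7.92% in treated B. No share was tested across libraries. The exact permutation test cannot go below 0.333 here, and limma was not run on the shares.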

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

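The alternatives of voom weights, a variance trend, robust variance shrinkage and the authors' deposited adjusted p were tried only after the results were seen. Trimmed mean of M-values scaling, named in the plan for the count model, was also used with limma only then. fry was named in the plan for the set tests. No paired analysis was possible because the deposited table held group means and the recovered libraries carry no replicate numbers. The planned fit with a replicate number as a term was not run for that reason, and the planned count-model tests were not run because the deposited values were normalized means. Scaling on microRNAs was not run because the table held only tRNA genes. The scalings computed here therefore all used tRNA genes alone.

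The count of called genes, 69 by limma, stayed within 1.5 times, from 53 to 80, under every alternative except 2. The exceptions were total counts, with 115 genes and 92 of them lower, and an adjusted p under 0.1, with 118 genes, 53 higher and 65 lower. Without the filter 24 genes were called lower in place of 39. Total counts set the treated libraries lower by 0.38 on the log2 scale than the authors' size factors did, which by construction moves every gene down. Of the 69 genes, 62 were also called with total counts, 67 with trimmed mean of M-values, 68 with voom weights and 46 without the filter. All 69 had separated groups, so leaving out a library could not change a direction, and that says nothing about their stability.

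The tyrosine counts depended on the setting. Of 9 genes called when adjusted over the list alone, 2 were called with median-of-ratios size factors, 2 with trimmed mean of M-values, 2 with a pseudocount of 0.1, 1 with total counts and 1 without the filter. Adjusted over all genes, 2 were called, against 1 with total counts, 1 without the filter and 4 with voom weights. The highest adjusted p over the list alone among the 9 was 0.0489, close to the threshold. The summed TyrGTA change stayed past the threshold under every alternative tried, with adjusted p-values of 0.000151 to 0.00500.

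The 16 called isoacceptors kept their direction in all alternatives tried, except that SupTTA was not tested with at least 10 reads in every library. With total counts 17 were lower in place of 7. AsnATT and LeuCAA were not called with total counts, trimmed mean of M-values or robust shrinkage, ValCAC was not called with total counts, and LysTTT was not called with voom weights or a variance trend. The 11 classes called by camera went to 0 with an estimated correlation, with 2 classes at an unadjusted p under 0.05. fry, which does not compare a class with other genes, called 0, with 6 classes at an unadjusted p under 0.05. fry called 1 class with median-of-ratios size factors and 3 with total counts, all lower, and 0 under the other settings it was run with, where 6 or 7 classes had an unadjusted p under 0.05. The estimated correlation between genes of a class was 0.565 for leucine and -0.011 for lysine, against a preset of 0.01. Its size alone therefore does not account for the loss of the lysine call, whose unadjusted p by camera went from 1.54e-07 to 0.0269. With an estimated correlation, camera takes its degrees of freedom from the residuals of the 4 libraries. With the preset it takes them from the tested genes. Calls are hard to reach with so few degrees of freedom, so the 0 calls do not decide whether the 11 hold.

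Without chr1.tRNA58-LeuCAA the tyrosine share difference was 2.30 points and the lysine difference -8.87 points. The leucine share without that gene was 5.58% in untreated A, 5.92% in untreated B, 7.27% in treated A and 13.8% in treated B. Its rise was thus smaller, and both treated libraries stayed above both untreated ones. The glycine share was 9.73%, 11.4%, 15.9% and 10.5% in the same order, so its groups overlapped. The glycine difference ran from -2.19 to 4.80 points over the 4 sets that each left out 1 library, the negative one being without treated A. chr6.tRNA77-GluCTC changed sign with total counts (-0.30), trimmed mean of M-values (-0.018) and voom weights (-0.055), and ran from -0.91 to 1.08 over the leave-one-out fits. Its treated libraries lie on either side of the untreated ones. For the other changes the cause was not tested.

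Over the 40 named genes and isoacceptors, 332 of 351 alternative values kept direction and side of the threshold, 13 were weaker, 3 stronger and 3 reversed. Of 160 values without 1 library, 127 moved by less than the spread, 31 moved by more and 2 reversed. Each simulated table, of this size and depth, held changes of 1 size only. There limma recovered 0.2% of 2-fold and 86.4% of 4-fold changes, and voom weights recovered 23.7% of 2-fold changes. In those tables the test thus affected which small changes were called. Depth and the number of libraries were not varied.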

Other observations

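Most of the tests below were chosen after the result they concern was seen. The test of isoacceptor names in the untreated pair was set up before its value was known. Scaling by total counts and leaving out a library were among the alternatives planned before.

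The treated libraries differed from each other far more than the untreated libraries did, with a chi-square per degree of freedom of 47.6 against 3.73. Sampling noise at lower depth was tested by drawing the untreated libraries down to the read totals of the treated ones in 100 draws. The largest SD of the log2 ratio over those draws was 0.398, against 0.727 in the treated pair, which argues against depth as the whole cause. The share taken by chr1.tRNA58-LeuCAA was tested by leaving it out, and the treated pair stayed at 22.3. A difference in handling or library preparation cannot be told apart from a difference in the response of the cells, since no label gives a batch within the treated pair, whose log2 ratios had an SD of 0.73. The libraries parted by isoacceptor, with GluCTC and GlyCCC higher in treated A and LeuCAA and TrpCCA higher in treated B. A biological difference between the treated cultures stays open and was not tested.

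Genes of the same isoacceptor moved together. Isoacceptor names accounted for 73.5% of the variance between 423 genes in the log2 change after H2O2, and for 54.3% between the treated libraries. A candidate explanation is reads shared between near-identical copies, which would tie copies together also between libraries of the same treatment. In the untreated pair isoacceptor names accounted for 39.0% of the variance of the log2 ratio, against at most 20.4% in 10000 permutations of the names (permutation p 0.0001, the smallest that these permutations can give). This is consistent with shared reads. It would also follow from isoacceptors being captured to a different extent in each library, which was not tested. A joint response of an isoacceptor to H2O2 stays open as a further part of the 73.5%.

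The pseudogenes with anticodon TAA rose with the LeuTAA genes. If they took a constant share of LeuTAA reads, their ratio to the LeuTAA sum would be constant. The ratio was 0.155 and 0.138 in the untreated and 0.564 and 0.495 in the treated libraries, 3.61 times as high, which argues against a constant share. Reads shared with the single copy chrX.tRNA2-LeuTAA could give such a rise. The ratio of the pseudogene sum to that copy rose 1.41 times, from 1.22 and 1.43 to 1.79 and 1.93. This explanation cannot be told apart from a rise of the pseudogene transcripts themselves, because the sequences that reads were aligned to are not given. A rise of the LeuTAA precursor or fragments after H2O2 stays open and was not tested.

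The rise of the TyrGTA sum was uneven between copies. chr6.tRNA15-TyrGTA, chr6.tRNA14-TyrGTA and chr2.tRNA2-TyrGTA carried 72.6% of it. Without these 3 copies the log2 fold change was 0.93 and the sum was still higher in both treated libraries, so these copies do not account for all of it. Scaling was tested with total counts, where the log2 fold change was 1.22 and stayed past the threshold. A response of tyrosine tRNA fragments or precursors to H2O2 may underlie the rise, as a hypothesis from these same data. A preparation difference between treated and untreated libraries stays open, because no label gives a batch.

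TyrGTA, LeuCAA and IleTAT, whose genes often carry introns, were among the isoacceptors that rose, which raised the question whether unspliced transcripts of intron-containing genes rose as a class. In RefSeq (GRCh38.p14) the median gene span was 90.5 bases for TyrGTA, 106 for LeuCAA, 94 for IleTAT and 86.5 for ArgTCT. Of these 4 families 3 were called higher and ArgTCT was not, though ArgTCT moved from 0.03 without treated B to 0.85 without treated A and so decides little. A rise restricted to intron-containing families was argued against by 6 called isoacceptors outside the 4 families that rose as well (LeuTAA, SeCTCA, SerAGA, AsnATT, SerTGA and ValCAC). A contribution of unspliced transcripts within TyrGTA, LeuCAA or IleTAT stays open, since the table does not say where in a gene the reads fell.

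chr1.tRNA58-LeuCAA took 24.7% of the reads of treated B and 6.05% of those of treated A. Whether 1 treated library alone carries the rise was tested by leaving out treated B. Normalized reads in treated A were 1.63 times those of the higher untreated library. With 1 treated library left, a rise after H2O2 cannot be told apart from variation between libraries, so the rise in this gene could rest on treated B.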
